A study of Mus musculus with 14 samples. Its data were reported in "Spontaneous mutation in 2310061I04Rik results in reduced expression of mitochondrial genes and impaired brain myelination" (2024).

How the data were processed

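Brain RNA of mice at postnatal day 23 (P23) was sequenced in 14 libraries, 7 from animals homozygous for a null allele of 2310061I04Rik (Rik null) and 7 from wild-type (WT) littermates. Groups, replicate numbers and sex were taken from the sample labels. Each library came from 1 animal, and the series description says that 1 sagittal side of the brain was processed. The labels name no sequencing batch or date.

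RNA extraction from brains kept in a stabilisation solution was followed by library preparation, sequencing and a standard analysis at a commercial provider, per the study's methods. The aligner, the counting tool, the annotation and whether counting used strand are not given in the sources used here, nor is the way in which RNA was selected for the libraries. The submitters' processing notes name the genome build GRCm38. The positions listed in the deposited table are not those of that build in GENCODE M21, because 1485 of 52073 shared gene identifiers had the same chromosome and start. Positions were therefore taken from GENCODE M21 on GRCm38 by gene identifier, and none from the table.

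The authors deposited raw read counts per gene for 56748 genes, of which 36521 had a count in any library. The deposited FPKM values are counts divided by gene length and by a constant of each library, and they were not tested. The authors' deposited signal columns hold a mean of normalized counts per genotype, and dividing the counts by DESeq2 size factors over 7 and 7 libraries gave the same means within a relative tolerance of 1e-06 for 100% of genes. The authors also deposited log2 fold changes and p-values from a DESeq2 Wald test, which were used only to describe their table. Every gene carried an identifier.

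Total counts ranged from 14.7 to 17.9 M per library. No 2 libraries held identical counts, and the smallest chi-square per degree of freedom between 2 libraries of a genotype was 4.69, so each was counted as a replicate of its own.

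Counts were tested with edgeR 4.0.16 in R 4.3.3, using its quasi-likelihood F test (glmQLFit and glmQLFTest at default settings, two-sided) with genotype as the only term, trimmed mean of M values (TMM) scaling and the filterByExpr filter, which left 16882 genes. Adjusted p is the Benjamini-Hochberg value over all tested genes, with a threshold of 0.05. A second count also required an absolute log2 fold change of at least 1, as in the study. CPM are counts relative to TMM-scaled library size (in M). The standard error (SE) of a log2 fold change is its size divided by the square root of F. The common biological coefficient of variation was 14.3%. An exploratory fit with the robust option of glmQLFit was run first and its counts were seen. The default was then used because the design fixed earlier names no such option, and the robust fit is among the alternatives.

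Gene lists for cell types and pathways were fixed before the data were examined, 44 of them tested as sets, with 673 distinct tested genes, of which 23 were in more than 1 list. Lists for astrocytes, neurons, oligodendrocyte (OL) stages, microglia, endothelium, pericytes, OL transcription factors and creatine synthesis were drawn mainly from genes in the study's text, with some members added, for creatine synthesis all but Gatm and Gamt. The study took its markers as highly expressed genes of each cell type and gives their outcome in its P23 brain data, so the counts are not independent of the study. The other lists were drawn up from general knowledge. Sets were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) at a preset inter-gene correlation of 0.01, and again with an estimated correlation and with fry, with Benjamini-Hochberg adjustment over the 44 lists. Camera compares a list with the other genes, whereas fry asks whether its genes move on balance one way. Counts of members are given over all genes tested and adjusted over the list alone.

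The genes named were fixed by rule before the data were examined. They were 2310061I04Rik, Atat1, Dhx16 and Traf7, the mitochondrial mRNAs and rRNAs, the 10 genes of smallest p in each direction past both thresholds with non-overlapping CPM between genotypes and a mean of at least 1 CPM, a set of genes the study names at P23, and up to 4 members of smallest p per list. Not every gene that the rule names is given a value in the text, and 1 was left out of the screen for single libraries and is not reported here, though it is in the counts of genes and lists. A symbol shared by more than 1 row was read from the row with the highest total.

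The alternatives tried were a DESeq2 1.42.0 Wald test, RLE size factors, library size alone, mitochondrial genes left out of the scaling, no filter beyond 1 count, a filter of at least 1 CPM in at least 7 libraries, sex as a covariate, the replicate number as a block, each library left out in turn, and females or males alone. An interaction of genotype and sex was fitted with edgeR. Alternatives added after seeing the data were the robust fit, leaving out Rik null replicate 1 and WT replicate 4 together, and leaving Rik null replicate 4 out of the males.

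The tests were tested on simulated data, drawn for the Rik null against WT comparison from the real means, dispersions and library sizes with known changes. On 16653 genes edgeR recovered 86.5% of genes changed by 1 log2 unit and 55.6% of those changed by 0.5, and 2.82% of its calls were unchanged genes. DESeq2 on 16882 genes recovered 86.0% and 61.0%, and 11.4% of its calls were unchanged genes, above the nominal rate. On the real counts DESeq2 was run without the filterByExpr filter, so its simulated rates are for a different set of genes. For the interaction, on 16669 genes, 81.6% of differences of 2 log2 units and 53.5% of those of 1 unit were recovered. With no list changed, each of the set tests called 0 of 44 lists. The simulated genes were drawn independently of one another, whereas genes of a real list can vary together. This check therefore cannot show how often the set tests make false calls on real libraries. Other splits of the real libraries, given below, called up to 15 cell type lists and up to 9 pathway lists with camera.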

Results

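Brain transcriptomes of Rik null and WT mice were compared at P23, when according to the study the genotypes differ most. RNA came from 1 sagittal side of each brain. The gene 2310061I04Rik, called Rik here, is a protein-coding gene of undescribed function, and mice homozygous for its null allele are runted. According to the study they also lose weight, develop an ataxic gait and die soon after this age. Differences at P23 therefore cannot separate effects of the gene from those of illness near death. There were 7 Rik null libraries (labelled 4 female and 3 male) and 7 WT libraries (3 female and 4 male). The Rik null libraries held 16.8 ± 1.12 M counts (SD, n = 7) and the WT libraries 15.9 ± 0.836 M counts (SD, n = 7). Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another test is named.

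The genotype labels were examined first through Rik itself. Rik (ENSMUSG00000050705, GRCm38 chromosome 17, 35892677 to 35897431, minus strand) had 18 to 56 counts in the Rik null libraries and 483 to 687 in the WT libraries. Its level was 1.03 to 3.37 CPM (SD 0.762, n = 7) in Rik null and 36.4 ± 3.52 CPM (SD, n = 7) in WT, a log2 fold change of -3.86 (SE 0.15, adjusted p = 2.86e-13), or 14.5-fold lower. All 14 libraries matched their genotype label. Dhx16, which ends 6 bp from Rik on the opposite strand, had a log2 fold change of 0.01 (SE 0.08, adjusted p = 0.923). Atat1, which encodes an alpha-tubulin acetyltransferase and lies 163 bp upstream of Rik on the same strand, fell by 0.36 on the log2 scale (SE 0.08, adjusted p = 0.00124), from 36.3 ± 2.95 to 28.4 ± 2.95 CPM (SD, n = 7 each), with overlapping libraries. Atat1 did not pass in labelled males alone (adjusted p = 0.0797, with a range over the alternatives from 1.38e-04 to 0.308). Traf7, which lies on the same chromosome, had a log2 fold change of 0.12 (adjusted p = 0.253).

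The genotypes were separated along the first principal component, which carried 33.0% of the variance. Of 16882 genes tested, 2783 were higher and 3027 were lower in Rik null brains at an adjusted p of 0.05. At a change of at least 2-fold, 323 genes were higher and 274 were lower. In 2095 of the 16882 tested genes the 7 libraries of one genotype did not overlap the 7 of the other, which chance gives for 0.0583% of genes. Rik null replicate 1 stood apart on the first component, at -54.5 against -23.8 to -22.0 for the other 6 Rik null libraries. WT replicate 4 stood apart on the third component, at -45.0 against -3.05 to 17.5 for the other 6 WT libraries. Without these 2 libraries 494 genes passed at 2-fold, 266 higher and 228 lower. The share of higher genes among all calls was 47.9% with TMM scaling and 63.8% with library size alone, under which the median log2 fold change of all genes was 0.07.

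**Figure D1:**
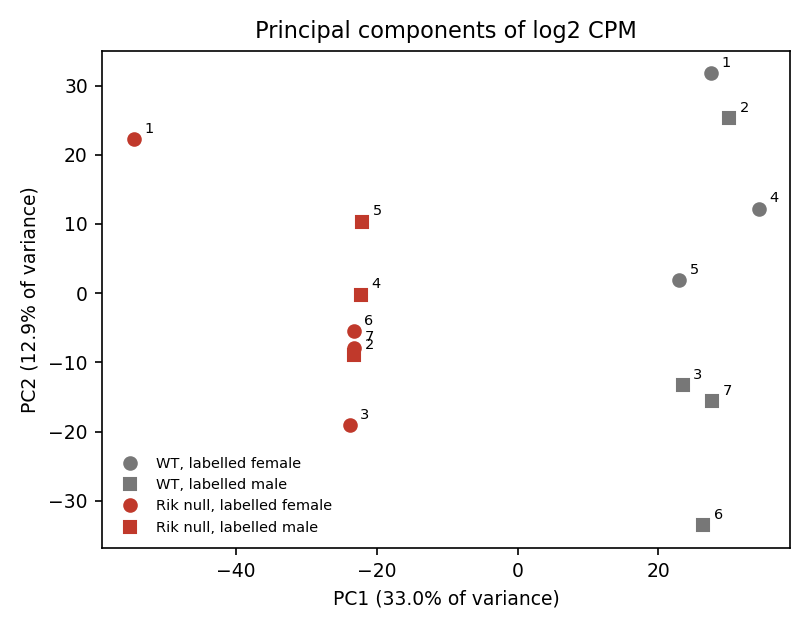
First and second principal components of log2 CPM for the 14 libraries, numbered by replicate, with grey for WT, red for Rik null, circles for labelled females and squares for labelled males. The genotypes lie on opposite sides of 0 on the first component, and Rik null replicate 1 lies at -54.5.

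Transcripts of the mitochondrial genome were then examined, because the study compared its mRNAs and rRNAs at this age. All 13 mitochondrial mRNAs, which encode subunits of the respiratory chain and ATP synthase, fell in Rik null brains, with a median log2 fold change of -1.17 and a range from -1.56 (mt-Nd4l) to -0.43 (mt-Nd1). The complex I subunit transcript mt-Nd2 went from 4798 ± 586 to 1881 ± 151 CPM (SD, n = 7 each, log2 fold change -1.35, SE 0.07, adjusted p = 5.52e-11). The complex I subunit transcript mt-Nd4 fell by 1.44 on the log2 scale (SE 0.08, adjusted p = 2.52e-10), and mt-Cytb of complex III fell by 1.39 (SE 0.08, adjusted p = 3.65e-10). The large rRNA mt-Rnr2 rose from 5804 ± 830 to 7625 ± 1007 CPM (SD, n = 7 each, log2 fold change 0.39, SE 0.09, adjusted p = 0.00125), with overlapping libraries, and did not pass in females alone (log2 fold change 0.21, adjusted p = 0.137, with a range over the alternatives from 7.95e-05 to 0.137). The small rRNA mt-Rnr1 had a log2 fold change of -0.10 (SE 0.10, adjusted p = 0.473). Of 14 mitochondrial tRNAs tested, 12 fell, among them mt-Tw (log2 fold change -2.62, adjusted p = 7.02e-07) and mt-Ty (-1.61, adjusted p = 6.31e-06). Adjusted over the list alone the counts were the same, 13 of 13 mRNAs and 12 of 14 tRNAs. The mitochondrial genome took 4.01 ± 0.310% of counts in Rik null and 6.55 ± 0.824% in WT (SD, n = 7 each). Mitochondrial levels are uncertain where counting could split reads with nuclear copies of mitochondrial sequence, and mt-Atp8, at 0.954 CPM in WT, passed in neither sex alone nor without a count filter (adjusted p = 0.0770, with a range over the alternatives from 0.00878 to 0.588).

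**Figure D2:**
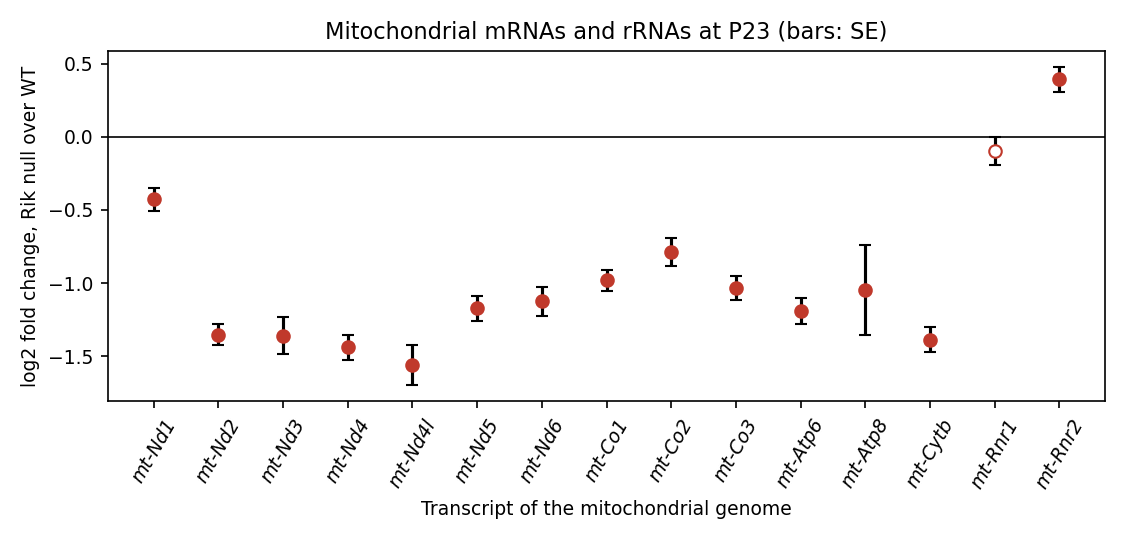
Log2 fold change of Rik null over WT for the 13 mRNAs and 2 rRNAs of the mitochondrial genome, with SE bars and filled points where the adjusted p was 0.05 or lower. The mRNAs lie between -1.56 and -0.43, mt-Rnr2 at 0.39 and mt-Rnr1, the open point, at -0.10.

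Nuclear genes for the same organelle were examined in lists, none of which passed with camera with all 14 libraries. Of 36 nuclear complex I genes, 1 rose and 4 fell (median log2 fold change -0.03, camera adjusted p = 0.952), and of 38 genes of complexes II to V, 0 rose and 4 fell (median -0.03, camera adjusted p = 0.806). Adjusted over the list alone, 1 complex I gene rose and 1 fell, and 3 genes of the other complexes fell. List scores are mean log2 CPM of members relative to the WT mean. Among WT libraries they ran from -0.46 (replicate 6) to 0.37 (replicate 2) for complex I. For complexes II to V they ran from -0.45 to 0.31 in the same replicates. Against this spread a small genotype difference could be missed. Ndufc1 fell by 0.46 (adjusted p = 0.00167) and Ndufv1 rose by 0.34 (adjusted p = 0.00188) on the log2 scale. Among 78 mitochondrial ribosome genes 5 rose and 17 fell (camera adjusted p = 0.135), including Mrps25 (log2 fold change -0.71). Of 18 genes for mitochondrial DNA transcription and replication 1 rose and 2 fell (camera adjusted p = 0.912), and of 19 for mitochondrial RNA processing and stability 4 rose and 3 fell (camera adjusted p = 0.586), with Fastkd5, of a family that acts on mitochondrial RNA, higher (log2 fold change 0.74, adjusted p = 0.00974). The mitochondrial chaperones and proteases had 4 higher and 3 lower of 12 (camera adjusted p = 0.944), with Trap1 lower (log2 fold change -0.52) and Clpx higher (0.51).

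Markers of cell types were then compared, to ask which populations the differences fell in. All 17 markers of myelinating OLs fell in Rik null brains, and 17 fell adjusted over the list alone (median log2 fold change -0.76, camera adjusted p = 1.19e-12). These markers, like most in the other lists taken from the study, were compared there in its P23 brain data, so the counts are not independent of it. Nor do they repeat its outcome, as it called some of these markers lower and listed others, Mbp and Mog among them, as not significant. The study's methods define significant genes by a 2-fold change as well, which the counts here do not require. The call was lost with an estimated correlation (adjusted p = 0.111 with an estimated correlation). Trf, which encodes the iron carrier transferrin, went from 565 ± 38.2 to 185 ± 31.4 CPM (SD, n = 7 each, log2 fold change -1.61, SE 0.09, adjusted p = 1.19e-10), or 3.05-fold lower. Prr18 (log2 fold change -1.43), the actin-severing gene Gsn (-1.06) and Opalin, a membrane protein gene of myelinating OLs (from 44.1 ± 3.22 to 22.0 ± 2.13 CPM, SD, n = 7 each, adjusted p = 3.90e-09), also fell. Of 38 core myelin genes 33 fell and 2 rose, and 35 fell and 2 rose adjusted over the list alone (median -0.71, camera adjusted p = 3.18e-16, and adjusted p = 0.119 with an estimated correlation). These included Ugt8a, an enzyme of myelin galactolipid synthesis (log2 fold change -1.83), Ermn (-1.69), Mog (from 249 ± 19.1 to 124 ± 35.8 CPM, SD, n = 7 each, adjusted p = 1.54e-05) and Cnp (-0.95), whereas Mbp, the gene for myelin basic protein, fell by 0.36 (SE 0.07, adjusted p = 8.32e-04). The core myelin list shared 6 tested genes with the myelinating OL list. Mbp did not pass in labelled males alone (adjusted p = 0.165, with a range over the alternatives from 6.67e-05 to 0.247).

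Markers of earlier stages of the OL lineage were compared in the same way. Of 5 newly formed OL markers 3 fell, Lims2 (log2 fold change -0.77), Enpp6 (-0.71) and Nfasc (-0.48), and 3 fell adjusted over the list alone (camera adjusted p = 0.0677). The study reported no difference for these markers. Of 9 OL precursor (OPC) markers 5 fell and 1 rose, with the same counts adjusted over the list alone (median -0.19, camera adjusted p = 0.0207, and adjusted p = 0.226 with an estimated correlation). Mmp15 (log2 fold change -1.31, adjusted p = 2.54e-09) and Rlbp1 (-1.09, adjusted p = 4.14e-06) were the OPC markers of smallest p. The precursor genes Pdgfra (-0.14, adjusted p = 0.251) and Cspg4 (-0.11, adjusted p = 0.660) did not pass. Of 16 OL transcription factors 7 fell and 2 rose, and 8 fell and 2 rose adjusted over the list alone (camera adjusted p = 0.0677). Olig1 (log2 fold change -0.56, adjusted p = 7.00e-07), Sox8 (-0.54, adjusted p = 2.26e-04) and Sox10 (-0.46, adjusted p = 2.22e-05) fell and Mycl rose (0.64), while Olig2 (-0.23, adjusted p = 0.0784) and the myelin regulator Myrf (-0.05, adjusted p = 0.541) did not pass.

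**Figure D3:**
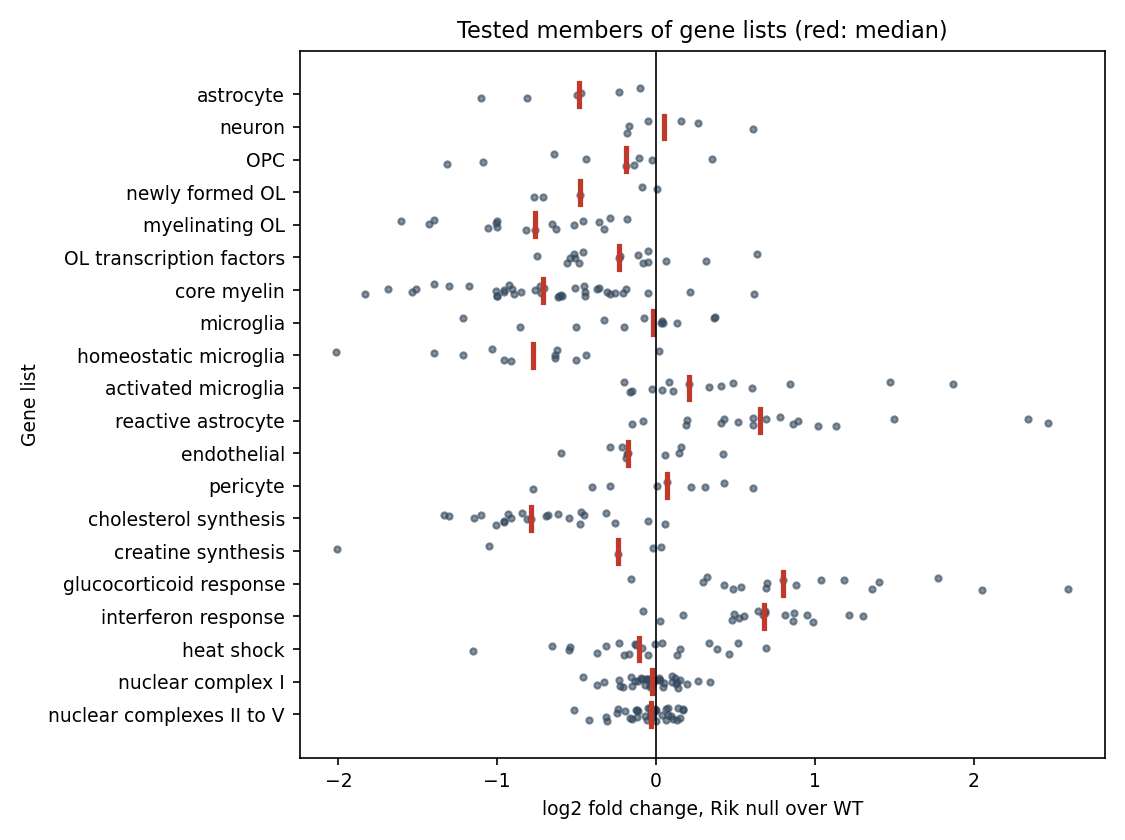
Log2 fold change of Rik null over WT for each tested member of 20 gene lists, with a red bar at each median. Medians lie at -0.76 for myelinating OL, -0.79 for cholesterol synthesis and -0.77 for homeostatic microglia, and at 0.80 for the glucocorticoid response and 0.65 for reactive astrocytes.

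Astrocyte and microglial genes were compared in lists of markers and of reactive or homeostatic genes. Of 6 astrocyte markers 5 fell, and 5 fell adjusted over the list alone (median log2 fold change -0.48, camera adjusted p = 5.74e-04, and adjusted p = 0.111 with an estimated correlation), among them the glutamate receptor gene Grm3 (-1.10, adjusted p = 4.95e-08) and the water channel gene Aqp4 (-0.82, adjusted p = 6.64e-08). Of 18 reactive astrocyte genes 11 rose and 0 fell, and 12 rose adjusted over the list alone (median 0.65, camera adjusted p = 9.24e-05, and adjusted p = 0.260 with an estimated correlation), among them Steap4 (2.47), Osmr, an oncostatin M receptor gene (from 4.05 ± 0.565 to 11.4 ± 5.26 CPM, SD, n = 7 each), and Serpina3n (1.13). Of 12 homeostatic microglial genes 11 fell, as did 11 adjusted over the list alone (median -0.77, camera adjusted p = 5.50e-07, and adjusted p = 0.226 with an estimated correlation). Fcrls went from 23.7 ± 4.51 to 5.89 ± 1.74 CPM (SD, n = 7 each, log2 fold change -2.01, SE 0.17, adjusted p = 2.45e-08), and the purinergic receptor gene P2ry12 (-1.40) and Selplg (-1.21, adjusted p = 9.30e-07) also fell. The 12 microglial markers taken from the study had 4 lower and 0 higher (median -0.02, camera adjusted p = 0.409). Of 15 activated microglial genes 6 rose and 1 fell (camera adjusted p = 0.122), with Clec7a (1.87) and the lysosomal gene Cd68 (0.61) higher. In Rik null replicate 1 the reactive astrocyte score lay above, and the homeostatic microglial score below, those of the other 6 Rik null libraries.

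**Figure D4:**
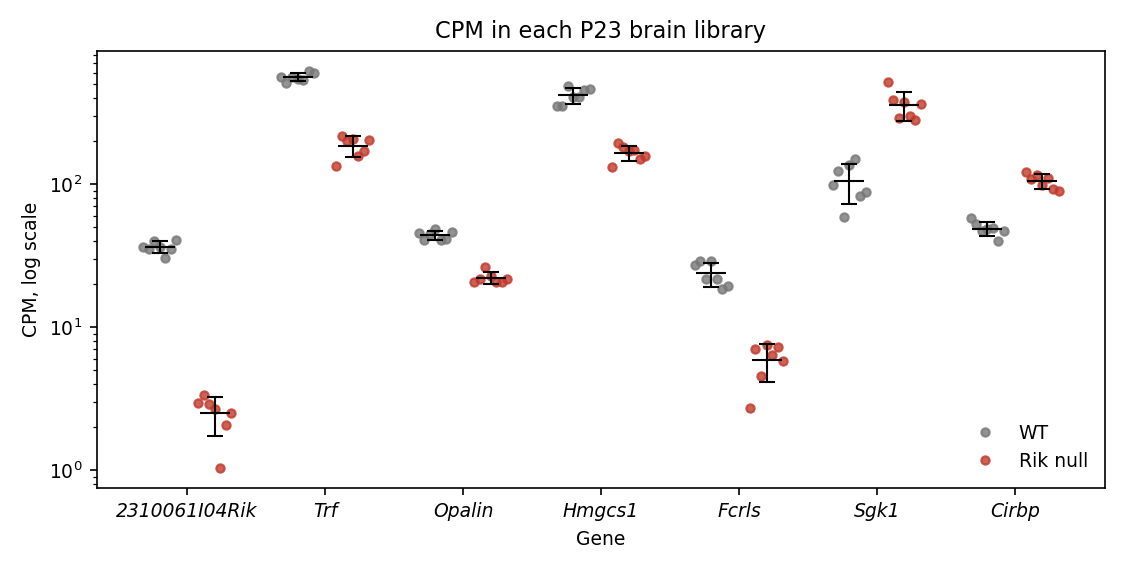
CPM on a log axis of 7 genes in each WT (grey) and Rik null (red) library, with the mean and SD as black bars. Libraries of the genotypes do not overlap for these genes, for example 18 to 56 counts of Rik in Rik null against 483 to 687 in WT.

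Neuronal and vascular markers were compared next. Of 6 neuronal markers 2 rose and 1 fell (camera adjusted p = 0.806), with Snhg11 higher (log2 fold change 0.61). Of 10 endothelial markers 2 fell (camera adjusted p = 0.401), Car4 (-0.60) and Bsg (-0.21), and of 9 pericyte markers 1 rose and 3 fell (camera adjusted p = 0.988). Excitatory neuron genes had 1 higher and 3 lower of 10 (camera adjusted p = 0.248), inhibitory neuron genes 2 and 2 of 10 (0.912), immature neuron genes 2 and 5 of 15 (0.409), cerebellar granule neuron genes 2 and 0 of 10 (0.220), striatal neuron genes 0 and 5 of 10 (0.0824) and thalamic neuron genes 0 and 3 of 10 (0.165). Of 10 Purkinje cell genes 5 fell (camera adjusted p = 0.0285, and adjusted p = 0.564 with an estimated correlation), including Car8 (-0.45). The camera call for Purkinje cells was lost without WT replicate 2 (adjusted p = 0.0515, with a range over the camera alternatives from 0.0156 to 0.564).

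Lists that mark tissue around or inside the dissected brain were examined for the make-up of the samples. Of 11 choroid plexus genes 6 fell (camera adjusted p = 0.0285, and adjusted p = 0.360 with an estimated correlation), among them Kl (log2 fold change -0.94), a list call lost without WT replicate 5 (adjusted p = 0.0802, with a range over the camera alternatives from 0.0156 to 0.360). Of 8 ependymal genes 3 fell (camera adjusted p = 0.0285, and adjusted p = 0.260 with an estimated correlation). Of 6 blood genes 5 fell (camera adjusted p = 0.0176, and adjusted p = 0.395 with an estimated correlation), among them Hbb-bt (-1.24) and Alas2 (-0.74). Globin genes have near-identical copies, so their single levels are uncertain. Meningeal genes had 1 higher and 3 lower of 10 (camera adjusted p = 0.806) and peripheral nerve genes 1 and 1 of 4 (0.988). Of 3 pituitary genes 2 fell, and 3 fell adjusted over the list alone (camera adjusted p = 0.401). The pituitary hormone genes Gh (log2 fold change -4.27, adjusted p = 0.00334) and Pomc (-4.46, adjusted p = 0.00430) fell, but WT replicate 4 held 110.7 and 269.6 CPM of them against at most 14.8 and 3.71 in the other WT libraries. Without WT replicate 4 Pomc did not pass (log2 fold change -0.45, adjusted p = 0.340, with a range over the alternatives from 2.19e-06 to 0.504), and Gh had a log2 fold change of -2.05 (adjusted p = 0.0477, range 1.37e-06 to 0.0791).

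Metabolic and stress pathways were compared through lists suited to a mitochondrial defect in a runted pup. Of 23 cholesterol synthesis genes 20 fell, as did 20 adjusted over the list alone (median log2 fold change -0.79, camera adjusted p = 7.40e-15, and adjusted p = 0.111 with an estimated correlation). Hmgcs1, which makes the substrate of the rate-limiting enzyme of the pathway, went from 418 ± 52.9 to 166 ± 20.9 CPM (SD, n = 7 each, log2 fold change -1.34, SE 0.09, adjusted p = 8.05e-10), and Msmo1 (-1.10), Cyp51 (-1.01) and Sc5d (-0.84) also fell. Of the enzymes of creatine synthesis, Gamt (-2.01, adjusted p = 8.98e-09) and Gatm (-1.05, adjusted p = 3.17e-09), which the study names as lower in its P23 Rik null brains, fell. The list of 5 creatine genes had 3 lower, 3 also adjusted over the list alone (camera adjusted p = 0.0244, and adjusted p = 0.226 with an estimated correlation), but this call rests on those genes named for their outcome, as Ckmt1 fell by 0.24 and Ckb (-0.02) and Slc6a8 (0.03) did not pass. Of 17 glucocorticoid response genes 15 rose, as did 15 adjusted over the list alone (median 0.80, camera adjusted p = 1.93e-07, and adjusted p = 0.351 with an estimated correlation), among them Plin4 (2.59), the cell cycle inhibitor gene Cdkn1a (2.05), the kinase gene Sgk1 (1.78, from 105 ± 32.2 to 360 ± 82.4 CPM, SD, n = 7 each) and Fkbp5, a receptor co-chaperone gene (1.36). Of 18 interferon response genes 11 rose, and 12 rose adjusted over the list alone (median 0.68, camera adjusted p = 9.24e-05, and adjusted p = 0.226 with an estimated correlation), including Irf7 (1.30) and Ifit1 (0.95).

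Other pathway lists did not pass with camera with all 14 libraries. Heat shock genes had 4 higher and 9 lower of 22 (adjusted p = 0.0762), with Hsph1 (log2 fold change -1.15) and Hspa4 (-0.54) lower. Glycolysis genes had 2 higher and 8 lower of 20 (0.122), hypoxia response genes 3 and 3 of 14 (0.944), integrated stress response genes 4 and 4 of 27 (0.806), iron handling genes 3 and 4 of 11 (0.999), immediate early genes 5 and 1 of 18 (0.0762), thyroid hormone response genes 3 and 4 of 12 (0.840) and cell cycle genes 3 and 6 of 19 (0.226). Among these, the ferroxidase gene Cp rose by 1.02, Nupr1 rose by 1.07 and Top2a fell by 1.34 on the log2 scale. Adjusted over the list alone, counts of higher and lower genes were 5 and 9 for heat shock, 2 and 10 for glycolysis, 4 and 4 for iron handling, 4 and 4 for thyroid hormone response, 5 and 3 for mitochondrial RNA processing, 7 and 1 for activated microglia, 2 and 3 for pericytes, 3 and 5 for immature neurons, 1 and 0 for cerebellar granule neurons and 0 and 5 for ependyma, and as above for the other lists. Some of the lists that did not pass did so with 1 library left out, and their camera adjusted p is given with the range over the camera alternatives. These were the immediate early list without Rik null replicate 1 (0.0284) or WT replicate 3 (0.0327, range 0.0284 to 0.675), the list heat shock without WT replicate 4 (0.0432) or Rik null replicate 1 (0.0496, range 0.0321 to 0.633), the glycolysis list without WT replicate 6 (0.0461, range 0.0461 to 0.703) and the mitochondrial ribosome list without WT replicate 6 (0.0144, range 0.0144 to 0.877). They also included the newly formed OL list (0.0435, range 0.0435 to 0.454) and the OL transcription factors list (0.0434, range 0.0434 to 0.226) without Rik null replicate 4, and the striatal neuron list without WT replicate 3 (0.0327) or Rik null replicate 5 (0.0354, range 0.0327 to 0.703).

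The genes of smallest p with non-overlapping libraries included members of several of these groups. Besides Rik, 3 mitochondrial mRNAs, Trf, Hsph1, Hmgcs1 and Msmo1, the 10 lower genes held the neurotensin receptor gene Ntsr2 (log2 fold change -1.09, adjusted p = 2.52e-10) and Mfge8, which encodes a phosphatidylserine-binding protein (-1.35, adjusted p = 8.05e-10). The 10 higher genes were Wfikkn2 (2.16), Cirbp (1.11), Igfbp3, an insulin-like growth factor binding protein gene (1.51), Tma16 (1.40), the lipid exporter gene Abca1 (1.00), Rbm3 (1.43), Armcx5 (1.18), the polyamine acetyltransferase gene Sat1 (1.73), the amino acid transporter gene Slc38a2 (1.14) and Wnt10b (3.63). Wnt10b went from 0.438 ± 0.249 to 5.55 ± 1.57 CPM (SD, n = 7 each, and adjusted p = 4.30e-08).

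Whether the genotype difference depended on sex was asked with an interaction term, since the study pooled the sexes. No gene passed in edgeR (0 of 16882, lowest adjusted p = 0.832) or with the DESeq2 Wald test (0 genes), with 984 and 1342 genes at an unadjusted p of 0.05. Without WT replicate 2, the genes Sdc4 (interaction 0.74 on the log2 scale, adjusted p = 0.010) and Glul (0.59, adjusted p = 0.0301) passed, named after their values were seen. The library labelled male, Rik null replicate 4, held 7491 counts of the X-linked Xist and 0 counts of the Y-linked Ddx3y, Eif2s3y and Kdm5d, a pattern the other libraries showed only where labelled female, so comparisons by sex rest on a label that these counts go against.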

Values the study reported

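The study reported 452 and 601 differentially expressed genes that it assigned to WT and Rik null brains, respectively, at P23. It described the level of Trf in P23 Rik null brains as almost 4-fold lower than in WT.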

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

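Of the tests in this part, those of depth and of a larger form of the genotype difference were chosen after the result was seen, and the tests of GC content, length and other tissue before. A library was singled out when its gap to the nearest library of its genotype, divided by the range of the 7, exceeded Dixon's 95% critical value. Of 520 such groups examined 49 exceeded it, where chance gives about 26.

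Rik null replicate 1 accounted for 26 of the 49. Its gap ratio was 0.944 for the first principal component. For list scores it was 0.667 (newly formed OL, lowest), 0.685 (glucocorticoid response, highest), 0.740 (reactive astrocyte, highest) and 0.698 (homeostatic microglia, lowest). It had the highest level of Traf7 (0.677), Armcx5 (0.730), Errfi1 (0.648), Slc6a8 (0.592), Nupr1 (0.631), Clpx (0.663), Mxi1 (0.749), Tfrc (0.707), Cdkn1a (0.862), Osmr (0.602), Lgals3 (0.647) and Gpnmb (0.592). It had the lowest level of Gamt (0.591), Pdgfra (0.674), Sox8 (0.615), Ckmt1 (0.572), Ermn (0.596), Fastkd2 (0.596), Trap1 (0.688), P4ha1 (0.603) and Pde10a (0.691). For Cdkn1a it held 164 CPM against 64.7 to 78.4 in the other 6.

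Depth does not account for the position of Rik null replicate 1, because its total of 17.6 M counts lay within the 14.7 to 17.9 M of the other 6 Rik null libraries. Its deviation went with gene length at a Spearman rho of -0.202 across 16675 genes, and -0.036 after each library was corrected for trends on GC content and length, which removed 2.73% of the variance of the deviation. Such a trend is argued against as the whole cause, since the gap on the first component was 30.1 before and 29.7 after the correction (gap ratio 0.940 and 0.939). Tissue of another kind is argued against for the lists examined, as 0 of the 6 lists for choroid plexus, ependyma, blood, meninges, peripheral nerve and pituitary was highest in it with so large a gap. Across genes, which are not independent replicates, its deviation from replicates 2 to 4 correlated with the difference of replicates 5 to 7 from WT at a Pearson r of 0.30. This r only just reached the bound of 0.3 set for this test. For the other 6 libraries r was -0.01 to 0.03, but each was set against fewer libraries than replicate 1 was. The values are therefore not strictly comparable. A candidate explanation is therefore that this animal carried a larger form of the genotype difference in part, and other differences between animals, such as health at collection, remain open and untested.

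In the other Rik null libraries the gap ratio was 0.636 for the OL transcription factors (replicate 4), 0.828 for the blood list (replicate 2, lowest), 0.590 for Atat1, 0.606 for Rlbp1 and 0.587 for Calb1 (replicate 2), 0.630 for Opalin (replicate 3), 0.687 for Tie1 and 0.636 for Gh (replicate 7) and 0.610 for Slc17a6 (replicate 5).

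Among WT libraries replicate 4 was highest for Pomc (0.992), Gh (0.867), the OL transcription factors (0.731) and Trap1 (0.661) and lowest for mitochondrial RNA processing and stability (0.611). Replicate 5 was highest for the OPC list (0.652), Hba-a1 (0.640), Hbb-bs (0.617) and Ncmap (0.657). The ratio was 0.624 for Traf7 (replicate 1), 0.595 for mt-Atp6 and 0.669 for Nr4a1 (replicate 3), and 0.608 for Myrf and 0.577 for Mycl (replicate 6).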

How the results depend on the processing

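The robust fit, the fit without Rik null replicate 1 and WT replicate 4, and males without Rik null replicate 4 were chosen after seeing the data. The fall of Rik held its direction and passed in every alternative run. All 13 mitochondrial mRNAs were lower past the adjusted p with each library left out. In females, in males and with no count filter or the stricter one, which removed mt-Atp8, 12 were. In males without Rik null replicate 4, 10 were. The median log2 fold change of the 13 was -1.39 in females, -0.99 in males and -0.95 in males without Rik null replicate 4. The total of 5810 genes past an adjusted p of 0.05 ranged from 5391 to 5789 with 1 library left out, and the 597 past 2-fold as well from 517 to 678. The robust fit gave 5777 and 592. The cause of the changes below was not tested, except that subsets of animals hold fewer libraries.

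Counts that moved by over 1.5 times were as follows. At 2-fold the DESeq2 Wald test called 973 genes (589 higher). It was run without the filterByExpr filter, on 21652 genes with an adjusted p in place of 16882, so test and filter both differed. The lack of a count filter in edgeR gave 1107 (671 higher, 436 lower), with 36521 genes tested. Females alone gave 2874 genes past the adjusted p (1282 higher, 1592 lower). Males alone gave 2737 (1241 higher, 1496 lower), with 210 higher at 2-fold. Males without Rik null replicate 4 gave 1414 (598 higher, 816 lower), 327 at 2-fold (143 higher), and 104 of the named genes past the threshold in place of 189. With an estimated correlation camera called 0 cell type lists and 0 pathway lists, in place of 10 and 4, while fry called 8 pathway lists, and 7 were called without Rik null replicate 1 and WT replicate 4. The sex interaction gave 0 to 2 genes with 1 library left out. With library size alone the share of higher genes among calls was 63.8% in place of 47.9%.

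The replicate numbers did not pair the samples, since the correlation of same-numbered libraries ran from -0.06 to 0.14 and 3 of 14 libraries correlated best with their own number. With the replicate block 5966 genes passed the adjusted p. Litter was in none of the models, and litters shared under other numbers were not tested.

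The values that changed sign belonged to genes and lists that had not passed. They were Myrf (0.017 with library size alone and 0.020 in females), Slc6a8 (-0.019 in females, -0.0038 to 0.051 with 1 library left out), Dhx16 (-0.18 in males, -0.15 in males without Rik null replicate 4, -0.055 without Rik null replicate 1 and WT replicate 4, -0.023 to 0.045 with 1 left out), Cspg4 (0.12, 0.090, 0.034 and -0.17 to 0.015 for the same settings), and, in males and then in males without Rik null replicate 4, Traf7 (-0.016 and -0.031), mt-Rnr1 (0.090 and 0.081) and Pdgfra (0.054 and 0.051). Olig2 (0.0052) and Tmem163 (0.043) did so in males. For lists, adjusted p was 0.959 (pericyte) and 0.0403 (iron handling) with fry, 0.993 (iron handling) and 0.982 (peripheral nerve) with library size alone, 0.958 (iron handling) with sex as a covariate, 0.951 (pericyte) and 0.986 (peripheral nerve) with the block, and 0.879 (nuclear complex I) and 0.923 (meninges) without the 2 libraries. With 1 library left out it ran from 0.874 to 0.997 (pericyte), 0.372 to 0.995 (nuclear complex I), 0.0785 to 0.949 (nuclear complexes II to V), 0.822 to 0.995 (mitochondrial chaperones and proteases), 0.846 to 0.995 (hypoxia response), 0.910 to 0.997 (iron handling), 0.767 to 0.978 (inhibitory neuron) and 0.922 to 0.995 (peripheral nerve).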

Other observations

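Of the tests in this part, the scaling test of the mitochondrial mRNAs and the test of deviation within the myelin list were chosen before their result was seen, and those of mt-Rnr2, of the astrocyte list and of other splits after it. Among the genes of smallest p, Cirbp (log2 fold change 1.11, from 48.7 ± 5.48 to 105 ± 12.1 CPM, SD, n = 7 each) and Rbm3 (1.43, from 53.9 ± 9.21 to 146 ± 26.9 CPM), RNA-binding protein genes known to respond to mild cold, were higher in Rik null brains. Heat shock genes went both ways, with Hsph1 (-1.15), Hspa4 (-0.54) and Stip1 (-0.37) among 9 lower and Hspb1 (0.69), Hsf2 (0.46), Bag3 (0.38) and Dnajb4 (0.33), named after their values were seen, as the 4 higher. So did the thyroid hormone response genes, to which Cirbp also belongs, with Dbp (-0.88) and Thrsp (-0.80) among 4 lower and Dio2 (0.40) and Klf9 (0.29), named after their values were seen, among 3 higher. That list was not split into genes the hormone raises and genes it lowers. Neither these directions nor the camera result can therefore tell whether hormone action differed. In iron handling the transferrin receptor gene Tfrc (0.45) was higher while Trf was lower.

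All 13 mitochondrial mRNAs were lower in Rik null brains with all 14 libraries. Library scaling is argued against as the cause, since with mitochondrial genes left out of the scaling the median of the 13 mRNAs was -1.17. That change moved the scaling little, with a median log2 fold change of all genes of -0.0005 before and 0.0044 after. Library size alone moved it more, to 0.07, and the median of the 13 mRNAs was then -1.10. A smaller number of mitochondrial genomes that lowers all their transcripts alike is argued against too, because mt-Rnr2, from the same genome, rose (log2 fold change 0.39). The rise was seen in 1 rRNA, which did not pass in labelled females alone (0.21, adjusted p = 0.137), and how RNA was selected is not known. The other rRNA, mt-Rnr1, did not pass (-0.10, adjusted p = 0.473) and so did not fall as the mRNAs did. By quantitative PCR on DNA, the study measured higher, not lower, mitochondrial DNA content in Rik null brains at P14. Unequal synthesis or decay of single transcripts was not tested and may differ between genotypes.

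Of 38 core myelin genes 33 were lower and 2 higher in Rik null brains, and the list call was lost with an estimated correlation (adjusted p = 0.119). Fewer oligodendrocytes with unchanged expression in each would lower the members alike, yet 22 of 38 members deviated from the mean of the list by genotype at an adjusted p of 0.05 with limma, among them Ugt8a (-1.11 against the list mean) and Myrf (0.69). Members that other cell types also express would fall less, which could account for part of this spread. A lower oligodendrocyte share that raises all other cell types alike would put their lists above 0. The astrocyte list had a median log2 fold change of -0.48 (camera adjusted p = 5.74e-04, and 0.111 with an estimated correlation). Medians were 0.05 for neurons, -0.02 for microglia and -0.18 for endothelium. Astrocyte markers may not track the share of astrocytes, because 11 of 18 reactive astrocyte genes rose and 0 fell. The astrocyte gene Gfap, named after its values were seen, showed no such rise in both sexes. Its log2 fold change was -0.47 in labelled females and 0.16 in labelled males. The astrocyte list therefore does not decide on the oligodendrocyte share. A loss of cells together with lower expression in those that remain was not tested here and stays open. By staining at P23, the study counted significantly fewer OLIG2-positive cells in the anterior commissure, 1 brain region, of Rik null mice. Cells positive for the astrocyte protein GFAP did not differ in number there between the genotypes.

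Other splits of the 14 libraries into 7 and 7 were fitted, 100 in all with the real one. For genes past the adjusted p only the real split reached its count (1 split as large, 5810 against at most 2447 in the others). The same held for genes past 2-fold as well (1 split, 597 against 197) and for the mitochondrial mRNAs (1 split, 13 against 12). Only some of the possible splits were drawn, so chance is made unlikely rather than excluded. The comparison is weak for the mitochondrial mRNAs, which come from 1 genome and whose count cannot exceed 13. Other splits that put most of a genotype on one side carry part of its difference. For the number of lists called by camera at the preset correlation chance cannot be excluded, with 12 splits calling as many cell type lists (10 against up to 15) and 58 as many pathway lists (4 against up to 9). For the sex interaction, with sex permuted within genotype, the comparison decides nothing, because with 0 genes under the real labels all 100 splits had to give as many. The highest of the others called 297 genes, which may reflect a structure of the samples that was not tested.

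At the thresholds of the study, 274 genes were lower and 323 higher here with edgeR. Both are lower than the values quoted from the study above, but those refer to a Venn diagram. The study gives its thresholds in its methods and does not repeat them for that diagram, so the measures may be unlike. A DESeq2 Wald test, the kind of test the study used, gave 384 lower and 589 higher on these counts, without the filter used for edgeR. A figure legend of the study gives 6 WT and 8 Rik null samples, against 7 and 7 in the labels and counts used here. The deposited values of the authors give 393 genes lower and 625 higher at those thresholds.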
